A study of Homo sapiens with 11 samples.

How the data were processed

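Single-cell RNA was measured in 11 libraries of H9 cells, made with a droplet kit for the 3′ ends of transcripts. The labels' protocols give version 2 or 3 of that chemistry without saying which library used which. The cells were dissociated with a cardiomyocyte dissociation kit, per the labels' protocols. The authors deposited, for each library, a matrix of raw UMI counts per gene and cell barcode, which lists only barcodes taken as cells. The counts were made with Cell Ranger 7.0.0 on hg38, per the submitters' processing notes. The annotation release is not given in the sources used here. The labels do not say when or for how long PD173074 was given.

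Groups were taken from the treatment label, with 3 libraries of 2D culture, 3 with PD173074 and 5 without it. Before any averaging, the libraries were compared by their barcodes, their UMI totals per barcode and a chi-square of gene counts over the summed cells. Within a group they shared at least 99.3% of barcodes, with a correlation of log10 UMIs of at least 0.998, so they were treated as repeat runs of the same droplets. The rule set before the data were examined took a pair as 1 set of droplets when it shared over 20% of barcodes with a correlation above 0.5. Each group was then 1 sample, values were means over its runs, and no test, p-value or standard error was computed. The labels name no separate cultures.

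Cells were barcodes listed in every run of a group with, on average per run, at least 1000 UMIs and 500 genes and at most 30% of UMIs in mitochondrially encoded genes. Scrublet, run in scanpy 1.11.5 at an expected doublet rate of 0.06, marked at most 0.053% of any library, which was taken as not having worked, so no cell was removed as a doublet. Counts summed over runs were scaled to 10000 per cell and log-transformed, and 2000 variable genes, without mitochondrially encoded and ribosomal protein genes, gave 30 principal components. A graph of 15 neighbours was clustered with leidenalg 0.10.2 at a resolution of 0.6 with seed 0, without any correction between samples. The naming rule set before the data were examined asked for at least 3 of a class's fixed markers among the 100 leading genes of a cluster. That rule could name few cardiomyocyte clusters, since most cells were of that kind and shared its markers, so clusters were named cardiomyocyte-like by their level of the fixed cardiomyocyte list; this was chosen after seeing the data, and the planned rule was kept as an alternative. Genes of that list, such as *MYL7*, *NPPA* and *MYL2*, therefore also served in naming the class. A cluster with more markers of another class than of its own among its 10 leading genes was set aside.

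For each comparison, UMIs were summed per sample over all cells and over cardiomyocyte-like cells, and levels are given in CPM, computed here from the deposited counts as a mean over runs. Ratios are log2 of CPM, with exact 95% intervals from the summed counts, divided by the number of runs. These cover counting error only. A gene was counted as higher or lower when it had at least 20 CPM in the higher group and its whole interval lay beyond 2-fold. Where a group had 0 counts, a floor of 3 counts over the group was used. The 28 gene lists fixed before the data were examined are described by how many members at 10 CPM or more in the higher group had a whole counting interval beyond 1.5-fold, their median log2 ratio, and the percentile of that median among 10000 random lists of the same size matched on expression. Named genes were, for each comparison and cell set, the 10 highest and 10 lowest past the threshold and at the floor, up to 4 members of each list described with the largest absolute ratio, and a fixed set of heart, FGF and cell type markers. Some items are withheld for evaluation and their results are not given. Mitochondrially encoded and ribosomal protein genes and those with clone names were left out of the first part of that rule. Shares of cells with a UMI were taken after each cell was thinned to 2000 UMIs, and shares have exact binomial intervals.

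The counting of genes was tested on simulated data, drawn for the real genes from the real levels and depths with 200 genes set apart by known folds. In each of the 3 comparisons, 50 of 50 genes set 3-fold apart, 50 of 50 set 4-fold apart and 50 of 50 set 8-fold apart were placed beyond 2-fold, and 0 of 50 set 1.5-fold apart. Of unchanged genes, 0 of 7497 were placed so with PD173074 against without it, 0 of 7453 without it against the 2D culture and 0 of 7402 with it against the 2D culture. With 1 sample per group, variation between cultures could not be simulated, so these numbers give no error rate for it.

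Alternatives were each run left out, 3 other scalings, other expression floors and fold thresholds, a limit of 15% mitochondrial UMIs, no cell filter, barcodes of any run, resolutions of 0.3 and 1.0, and thinning to 1000 UMIs. Chosen after seeing the data were the planned naming rule, inclusion of the cluster set aside, removal of the top 6% of doublet scores, removal of a cluster of low UMI totals, and removal of cells in clusters of at least 100 cells of which over 80% came from another sample. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used. Gene positions come from GENCODE release 29 on GRCh38, in which all 286 named genes were found by Ensembl identifier.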

Results

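The deposited series holds 11 single-cell RNA-seq libraries of H9, a human embryonic stem cell line, collected on day 42.5 of culture. The labels place 3 libraries in a 2D culture, 3 in heart organoids (cardioids) given PD173074, an inhibitor of FGF receptors, and 5 in cardioids without PD173074. The libraries of a group shared from 99.3% to 99.9% of the cell barcodes of the shorter list, with nearly the same UMI total per barcode, while libraries of different groups shared at most 0.737%. They were therefore counted as repeat runs of 1 set of droplets, so that each group is 1 sample, and the runs were averaged. In 12 of the 16 within-group pairs the gene counts differed by no more than sampling noise; the other 4 pairs held run 3 without PD173074. Run totals were 43908067 to 46304366 UMIs for the 2D culture, 36127841 to 37765195 with PD173074 and 12266166 to 24495291 without it. With 1 sample per group no difference has a replicate check and none was tested. The 95% intervals given here cover counting error only.

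After filtering, 8183 cells of the 2D culture, 4597 of the cardioid sample with PD173074 and 3534 of that without it remained. Cardiomyocyte-like cells made up 88.4% of the 2D culture (87.7 to 89.1, exact binomial interval), 86.8% without PD173074 (85.6 to 87.9) and 63.4% with it (62.0 to 64.8). Cartilage-like cells, led by genes such as *MATN4* and *ACAN*, were 2.97%, 4.02% and 10.9% in the same order. Endoderm- or epithelial-like cells were 0.037%, 4.24% and 11.8%, a class of 2 unlike clusters: epithelial-like cluster 10 held 2.15% of cells without PD173074 and 10.6% with it, and endoderm-like cluster 14, with *AFP* and *TTR*, 2.09% and 1.20%. In the same order as before, fibroblast- or stromal-like cells were 8.54%, 1.81% and 0.022%. Endothelial-like cells were 0.348% with PD173074, 0.226% without it and 0 of 8183 cells in the 2D culture, which allows a share of up to 0.0367%, taken as 3 counts of the total. Another 0.037%, 2.66% and 12.6% of cells lay in cluster 8, which had a high level of cardiomyocyte genes but a smooth muscle marker, *MYH11*, among its leading genes. It was set aside, and counting it as cardiomyocyte-like put the share with PD173074 at 76.0% and the share without it at 89.4%. The difference in cardiomyocyte-like share with PD173074 against without it, -23.35 percentage points, reversed to 13.72 under the naming rule fixed before the data were examined. At a clustering resolution of 1.0, where more clusters were set aside, the 2D share was 41.6%, and the differences against it reversed to 31.79 points without PD173074 and 20.63 with it. The stromal-like share with PD173074 was then 9.77%, against 3.62% without it, and at a resolution of 0.3 it was 10.94% against 5.83%. At 0.3 no cluster was named cartilage-like. The stromal-like cluster there held 503 cells with PD173074 and 206 without it, as many as the stromal- and cartilage-like classes together in the main clustering. The direction of the stromal-like share therefore depends on how clustering divides these classes. At 1.0 the cartilage-like share with PD173074 was 3.35%, and a further stromal-like cluster held 448 cells with PD173074. One small cluster stayed unnamed and held 0.892% of cells with PD173074, 0.283% without it and 0 in the 2D culture.

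**Figure D1:**
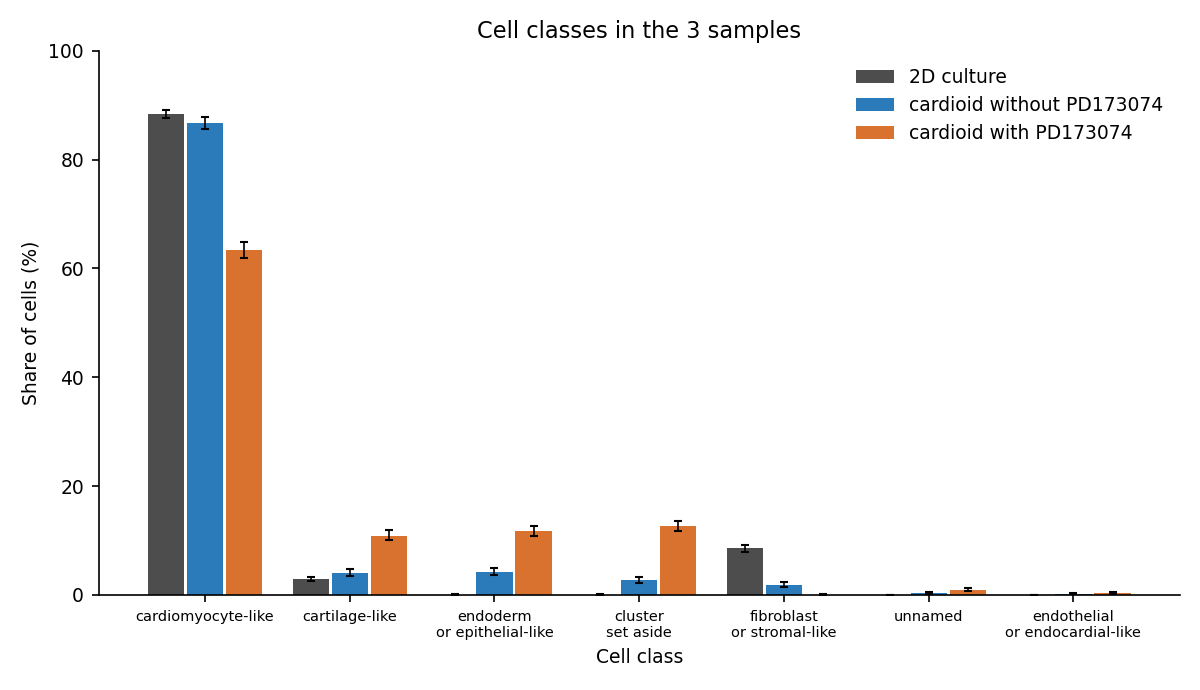
Share of cells (%) in each cell class for the 3 samples, with exact 95% binomial intervals that cover counting error only. Cardiomyocyte-like cells made up 88.4% of the 2D culture, 86.8% of the cardioid sample without PD173074 and 63.4% of that with it.

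The samples also differed in which clusters held their cells. Cardiomyocyte-like cells of the 2D culture lay mostly in clusters 0 (51.3%) and 1 (27.3%), those with PD173074 in clusters 2 (42.8%), 5 (26.7%) and 4 (22.8%), and those without PD173074 in cluster 3 (42.6%), with the rest spread over clusters of the other samples and clusters mostly of none. A cluster made up mostly of 1 sample may stand for that sample and not for a cell type. Of the cardiomyocyte-like cells without PD173074, 1074 (35.0%) lay in clusters mostly of another sample, against 1.11% in the 2D culture and 1.23% with PD173074.

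**Figure D2:**
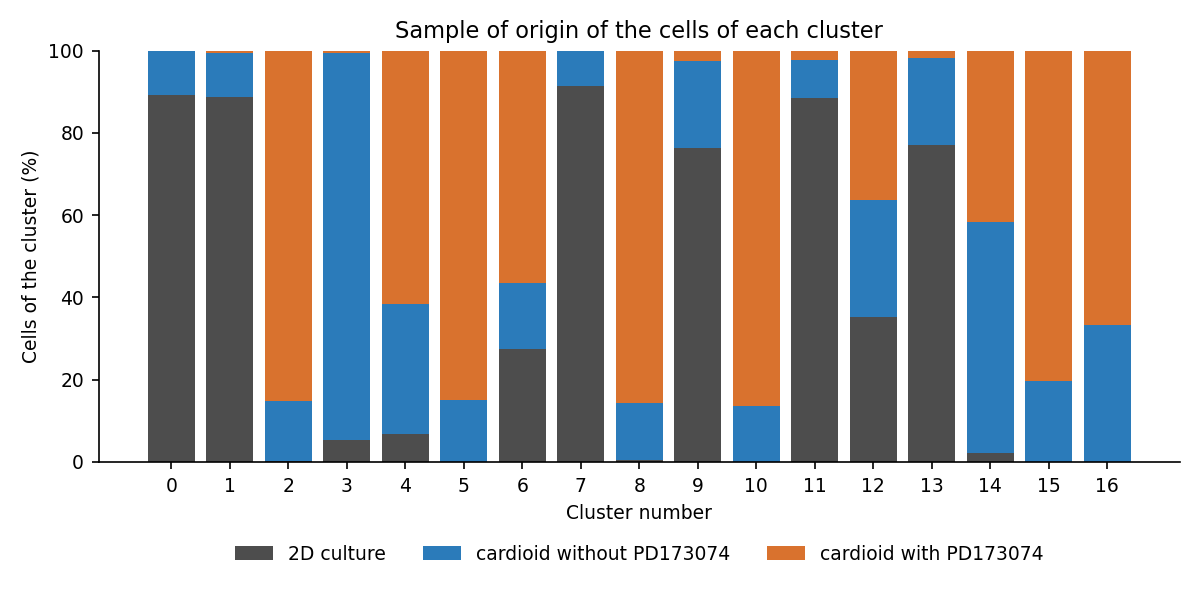
Percent of the cells of each numbered cluster that came from each of the 3 samples. Clusters 2, 5, 8 and 10 were mostly of the cardioid sample with PD173074, clusters 0, 1, 7 and 11 mostly of the 2D culture and cluster 3 mostly of the cardioid sample without PD173074.

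The first comparison asks how the cardioid sample given an FGF receptor inhibitor differed from the cardioid sample without it. In cardiomyocyte-like cells, the median of genes that FGF and ERK signalling switch on was lower with PD173074, as were those of ventricular, glycolysis and hypoxia genes, while the medians of atrial, pacemaker and Notch genes were higher; not every member went with its list. *ETV5*, an ETS factor induced by FGF signalling, stood at 2.05 CPM with PD173074 and 16.7 CPM without it (log2 ratio -3.04, interval -3.55 to -2.56). *NPPA*, which encodes atrial natriuretic peptide, stood at 127 and 21.9 CPM (2.54, interval 2.38 to 2.69). *MYL2*, the ventricular myosin light chain, stood at 4.18 and 38.2 CPM (-3.20, interval -3.54 to -2.86), but reversed to 0.09 with cells in clusters mostly of another sample left out, an alternative chosen after seeing the data. Of 8058 genes at the expression floor, 205 were at least 2-fold higher over their whole counting interval and 166 at least 2-fold lower.

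Among the 10 measured members of the FGF receptor and ERK feedback list, 6 were lower and 2 higher by more than 1.5-fold over their whole counting interval, as for all list counts here, with a median log2 ratio of -0.93, at percentile 0 of 10000 random lists matched on expression. Percentiles of lists are given here as a description of these libraries. *CCND1*, which encodes cyclin D1, was lower (-1.86), as were *SPRED2*, an inhibitor of the RAS and ERK pathway (-1.74), and *DUSP6*, an ERK phosphatase (8.62 against 21.3 CPM, -1.30). *EGR1*, an immediate early factor that ERK also induces, was higher at 243 against 75.3 CPM (1.69). The FGF ligand and receptor list had 3 members higher and 3 lower of 10 (median 0.32). Its secreted ligands *FGF18* (-2.29), *FGF9* (-1.36) and *FGF7* (-1.17) were lower, and *FGF12*, an intracellular regulator of sodium channels that is not secreted, was higher at 194 against 19.5 CPM (3.31). *FGFR1* stood at 45.9 and 43.9 CPM.

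Of the 13 measured atrial genes 8 were higher and 0 lower (median 0.73, percentile 100). They included *NR2F1* (3.46) and *NR2F2* (391 against 77.0 CPM, 2.35), nuclear receptors that set atrial identity, and *MYL7*, the atrial myosin light chain (8077 against 2604 CPM, 1.63). Of 13 ventricular genes 10 were lower and 0 higher (median -1.85, percentile 0), among them *MASP1* (-4.80), the inward rectifier channel *KCNJ2* (-3.11) and the transcription factor *IRX3* (-2.63). The pacemaker and conduction list had 10 higher and 3 lower of 15 (median 0.91). *SHOX2*, a factor of the sinus node, and *BMP4* were both at a log2 ratio of 3.04, while *TBX3*, another factor of the conduction system, was at -2.14. Ion channels and gap junctions had 7 higher and 2 lower of 13 (median 0.76), including the L-type calcium channel *CACNA1C* (1.40). Calcium handling genes had 3 higher and 0 lower of 18, with a median of -0.16 and a mean of 0.05, and *ATP2A2*, the calcium pump of the sarcoplasmic reticulum, was at 1.18. Maturation isoforms had 0 higher and 6 lower of 14 (median -0.59), with *MB*, which encodes myoglobin, at 171 against 794 CPM (-2.21) and *MYL3* at -1.85. Sarcomere genes had 4 higher and 3 lower of 28 (median 0.15, mean -0.02), and trabecular and stretch response genes 4 higher and 2 lower of 10 (median 0.14).

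Clusters 2, 5 and 4 held most of these cells with PD173074 and clusters 3, 0 and 4 most of those without it. With cells in clusters mostly of another sample left out, the ventricular median moved to -1.0 and *NR2F1* to 5.25. Within cluster 4, which held 664 cells with PD173074 and 340 without it, the FGF feedback median was -0.11. Yet 6 core feedback genes summed there were 1.82-fold higher without PD173074 (interval 1.52 to 2.19). The ventricular median in cluster 4 was -0.14 and the pacemaker median 0.004. In the smaller cluster 12, led by cell cycle genes, the FGF feedback, ventricular and pacemaker medians were -0.86, -1.26 and 0.83. The atrial median was 0.33 in cluster 4 and 0.75 in cluster 12. It was also higher outside cardiomyocyte-like cells, at 0.64 in cartilage-like cluster 6 and 0.32 in endoderm-like cluster 14. The sarcomere median was higher there too, at 0.59 in cluster 6 and 0.94 in cluster 14. Such cells should lack sarcomere genes, so these values cannot show an atrial difference of those classes.

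**Figure D3:**
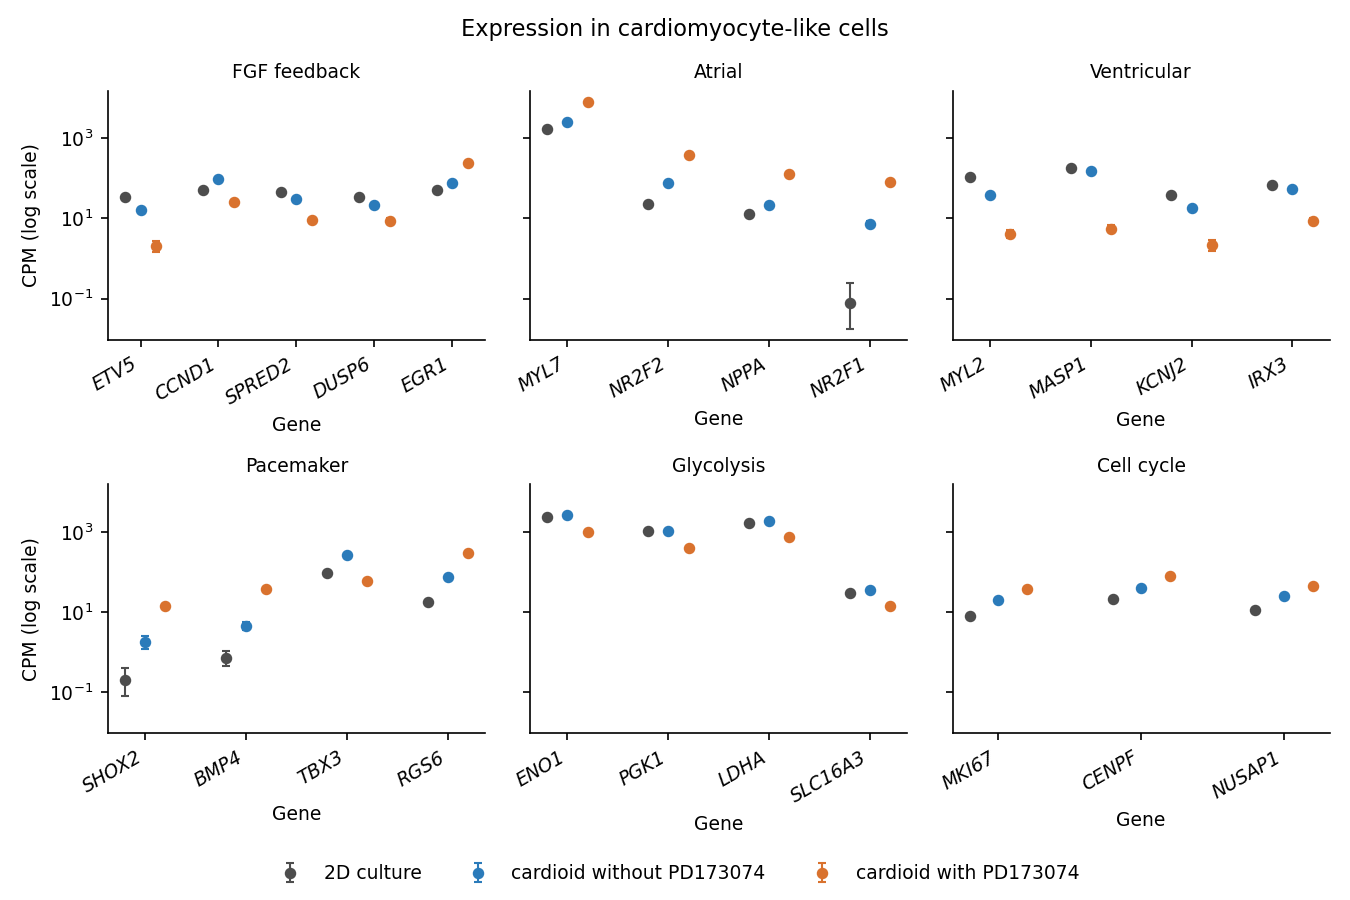
CPM on a log scale, with exact 95% Poisson intervals that cover counting error only, of genes from 6 lists in cardiomyocyte-like cells of the 3 samples. With PD173074, *ETV5* stood at 2.05 CPM against 16.7 without it, and *MYL7* at 8077 against 2604.

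Metabolic genes also differed in these cells. Of 19 glycolysis genes 8 were lower and 1 higher (median -0.59, percentile 0), including *ENO1* (968 against 2555 CPM, -1.40), *PGK1* (-1.37), *LDHA* (-1.33) and the lactate transporter *SLC16A3* (-1.35). Of 19 hypoxia response genes 10 were lower and 0 higher (median -0.68, percentile 0), including the HIF prolyl hydroxylase *EGLN3* (-1.82) and the mitophagy receptor *BNIP3* (-1.29). Cholesterol synthesis genes had a median of -0.54 with 1 of 19 lower, *SC5D* (-1.74). Nuclear-encoded oxidative phosphorylation genes had a median of -0.04, with 0 of 43 beyond 1.5-fold, and this small value took the other sign under each of the 3 other scalings. The hypoxia median was also lower within cardiomyocyte-like clusters 4 (-0.33) and 12 (-0.67). Outside cardiomyocyte-like cells it was -0.43 in cluster 6, with 0 of 18 genes beyond 1.5-fold, and -1.23 in cluster 14. The lower hypoxia median was therefore not confined to cardiomyocyte-like cells, and its cause was not tested.

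Signalling and matrix lists held members on both sides. Of 18 TGF-beta and BMP response genes 9 were lower and 3 higher (median -0.57), with *ID4* at 196 against 1245 CPM (-2.67) and *BMP2* at -2.30. Notch response genes had 3 higher and 0 lower of 6 (median 1.04), namely *HEY1* (1.62), *JAG1* (1.47) and *HES4* (1.18). WNT response genes had 3 higher and 1 lower of 11 (median 0.11), with the WNT amplifier *RSPO3* at 117 against 1059 CPM (-3.17) and the WNT antagonist *SFRP5* at 2.57. Collagen and matrix genes had 9 higher and 2 lower of 20 (median 0.65), with *MGP* at 1.89 and *VCAN*, which encodes versican, at -2.27. Immediate early and dissociation genes had 9 higher and 3 lower of 23 (median 0.48), including *EGR2* (2.91), *EGR3* (2.68) and *NR4A1* (1.69). Of 30 cell cycle genes 5 were higher and 0 lower (median 0.54), with *MKI67* at 37.8 against 19.6 CPM (0.95) and *CENPF* at 0.94. Leaving out cells in clusters mostly of another sample moved the cell cycle median to 0.09 and *MKI67* to 0.40. Within cardiomyocyte-like clusters 4 and 12 the cell cycle median was -0.27 (7 measured genes) and -0.09 (30 measured genes).

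Shares of cells with a UMI were compared after each cell was thinned to 2000 UMIs. *MYL7* was detected in 95.8% of cardiomyocyte-like cells with PD173074 and 74.3% without it, *NPPA* in 14.7% and 3.08%, *MYL2* in 0.680% and 1.56%, and *HCN4* in 21.5% and 13.3%. Unthinned, these shares were 98.8% and 86.1% for *MYL7*, 24.7% and 6.10% for *NPPA*, 1.37% and 3.16% for *MYL2*, and 46.5% and 29.4% for *HCN4*. In stromal- and cartilage-like cells, which should lack these genes, the thinned shares were 36.5% and 24.0% for *MYL7*, 0.802% and 0.5% for *NPPA*, 0.2% and 0.5% for *MYL2*, and 1.20% and 1.5% for *HCN4*. Median depths before thinning were 6220 and 5173 UMIs in the cardiomyocyte-like cells used and 7752 and 6369 UMIs in the background class. Thinning left out 266 cardiomyocyte-like cells with PD173074 and 237 without it. At least 2 UMIs of cell cycle genes were found in 20% of thinned cardiomyocyte-like cells with PD173074 and 16.4% without it, and unthinned in 44.0% and 36.7%. In the thinned stromal- and cartilage-like cells with PD173074 the same share was 22.0%, and without it 18%.

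Over all cells, which also carry the difference in cell classes, 244 genes were at least 2-fold higher with PD173074 and 161 lower, of 8125 at the floor. The FGF feedback list, in contrast to cardiomyocyte-like cells, had 3 higher and 4 lower of 12 (median -0.06, percentile 64.4). The highest included *GNRH2* (34.0 against 1.11 CPM, 4.92) and the intestinal epithelial genes *FABP1* (3.50), *LGALS4* (2.99) and *PHGR1* (3.58). All of these are leading genes of endoderm-like cluster 14, which held 55 cells with PD173074 and 74 without it. The share of that cluster was lower with PD173074 (1.20% against 2.09%). The lowest included *MASP1* (-4.84) and the neurofilament genes *NEFM* (-4.25) and *NEFL* (-3.33). Immediate early genes had 16 higher and 3 lower of 25 (median 1.41), including *ATF3* (1.95) and *KLF4* (2.23). *COL1A1*, the main fibrillar collagen of stromal cells, stood at 384 against 627 CPM (-0.71) and reversed to 1.47 with cells in clusters mostly of another sample left out.

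The second comparison sets the cardioid sample without PD173074 against the 2D culture and asks how the form of culture goes with expression. Cardiomyocyte-like cells of the cardioid sample had lower levels of *MYH7*, the slow ventricular myosin heavy chain, and of *MYL2*, and higher levels of some conduction and cell cycle genes. *MYH7* stood at 41.0 CPM in the cardioid sample and 134 CPM in the 2D culture (-1.71, interval -1.82 to -1.60), and *MYL2* at 38.2 and 107 CPM (-1.49, interval -1.60 to -1.37). Both genes lead cluster 11, which held 1.53% of cardiomyocyte-like cells in the cardioid sample and 6.28% in the 2D culture. Unthinned, *MYL2* was detected in 3.16% and 8.32% of these cells, so the difference need not run across the whole class. *MKI67*, a proliferation marker, stood at 19.6 and 7.75 CPM (1.34, interval 1.11 to 1.57). Of 7878 genes at the floor 66 were at least 2-fold higher and 9 at least 2-fold lower.

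The pacemaker and conduction list had 4 higher and 0 lower of 13 (median 0.38, percentile 100), including *GNAO1* (2.35), *RGS6*, a regulator of G protein signalling in the sinus node (2.12), *TBX3* (1.55) and the calcium channel *CACNA1D* (1.08). Atrial genes had 1 higher and 0 lower of 12 (median 0.41), with *NR2F2* at 1.79. *NPPA* stood at 21.9 against 13.1 CPM (0.74), with a counting interval that reached below 1.5-fold. Ventricular genes had 0 higher and 4 lower of 13 (median -0.34), with *KCNJ2* at -1.05 and *LBH* at -0.77. Trabecular and stretch response genes had 0 higher and 2 lower of 10 (median -0.24), with *NPPB*, which encodes B-type natriuretic peptide, at 2.39 against 15 CPM (-2.66) and *ANKRD1*, a stretch-responsive gene, at -1.41. Heart transcription factors had 3 higher and 0 lower of 19 (median 0.18), including *TBX20* (0.91). The FGF feedback list had 1 higher and 2 lower of 11 (median -0.22), with *ETV5* at -1.06, *ETV1* at -0.92 and *CCND1* at 0.88.

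Of 27 cell cycle genes 9 were higher and 0 lower (median 0.58, percentile 100), including *NUSAP1* (1.21) and *CCNA2* (1.0). Mitochondrially encoded genes had 0 higher and 3 lower of 13 (median -0.48), with *MT-CO3* and *MT-ND3* both at -0.64, and nuclear-encoded oxidative phosphorylation genes 0 higher and 2 lower of 43 (median -0.27), with *ATP5MC1* at -0.78. Glycolysis genes had a median of -0.04 with 0 of 19 beyond 1.5-fold. Immediate early and dissociation genes had 5 higher and 1 lower of 21 (median 0.26); the heat shock genes *HSPA1A* (1.69) and *HSPA1B* (1.39) are near-identical copies whose reads may be split, so each value is uncertain. The highest genes included *CRHBP*, a binding protein of corticotropin-releasing hormone (2.72), the glutamate receptor gene *GRM7* (2.39) and the neuronal adhesion genes *CNTN6* (2.29) and *OPCML* (2.20). The histone genes *HIST1H2AC* (2.43) and *HIST1H1B* (2.29) are uncertain, as members of a family of similar sequences. At least 2 UMIs of cell cycle genes were found in 16.4% of thinned cardiomyocyte-like cells without PD173074 and 16.2% in the 2D culture (36.7% and 33.3% unthinned).

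Clusters 3, 0 and 4 held most of these cells in the cardioid sample and clusters 0 and 1 in the 2D culture. With cells in clusters mostly of another sample left out, *NPPA* reversed to -0.64, *MYL2* moved to -4.80, the number of genes moved from 75 to 170 and the difference in cardiomyocyte-like share from -1.66 to 1.15 percentage points. Under the naming rule fixed before the data were examined, the cell cycle median reversed to -0.16, *NUSAP1* to -0.84 and *CCNA2* to -0.25, and at a resolution of 1.0 *NPPA* reversed to -0.02.

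Over all cells, 80 genes were at least 2-fold higher in the cardioid sample and 29 lower, of 7916. *SFRP2*, a secreted WNT modulator, stood at 67.5 CPM against 0 counts in the 2D culture, where the floor of 3 counts over the group puts the log2 ratio at 9.98 or more. *GABRP* stood at 43.6 CPM against 2 counts (9.93, interval 8.07 to 12.98). *SFRP2* and *GABRP* are leading genes of epithelial-like cluster 10, of which 86.5% came from the sample with PD173074 and 76 cells from that without it. Whether these 76 cells came from the sample with PD173074 by mixing stays open. The endoderm genes *TTR* (4.89), *AFP* (3.23) and *SERPINA1* (2.76) and the tight junction genes *CLDN4* (4.69) and *CLDN7* (3.67) were higher. Of 29 collagen and matrix genes 16 were lower and 1 higher (median -0.81), including *MGP* (193 against 685 CPM, -1.83), *ELN*, which encodes elastin (-1.82), and *COL1A1* (627 against 1556 CPM, -1.31). These go with the stromal-like share, 1.81% against 8.54%, and in cardiomyocyte-like cells 1 of 18 was lower and 0 higher (median -0.18). Of 11 interferon response genes 4 were higher and 0 lower (median 0.65), including *IFIT3* (3.47), *IFIT1* (1.73) and *IFI6* (1.63), while in cardiomyocyte-like cells 1 of 10 was higher and 0 lower (median 0.26). In this comparison TMM factors shifted every log2 ratio by -0.12.

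The third comparison sets the cardioid sample with PD173074 against the 2D culture, which differ in both culture form and inhibitor. In cardiomyocyte-like cells with PD173074 the medians of FGF feedback and ventricular genes were lower and those of atrial, pacemaker and cell cycle genes higher, with exceptions among their members, and 391 genes were at least 2-fold higher and 228 lower, of 8106. *ETV5* stood at 2.05 against 34.8 CPM (-4.10, interval -4.59 to -3.65), *MYL2* at 4.18 against 107 CPM (-4.68, interval -5.01 to -4.37) and *NPPA* at 127 against 13.1 CPM (3.28, interval 3.13 to 3.42).

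Of 11 FGF feedback genes 7 were lower and 2 higher (median -1.33, percentile 0), including *PHLDA1* (-2.51), *SPRED2* (-2.36) and *DUSP6* (-2.0), with *EGR1* at 2.27. All 13 measured ventricular genes were lower (median -2.0), with *MASP1* at -4.99, *KCNJ2* at -4.17 and *MYH7* at -3.14. Of 13 atrial genes 10 were higher and 0 lower (median 1.3), with *NR2F2* at 4.13, *MYL7* at 2.21 and *NR2F1* at 80.5 CPM against 3 counts (9.88, interval 8.34 to 12.16). The pacemaker list had 10 higher and 2 lower of 15 (median 1.22), including *SHOX2* (6.19), *RGS6* (4.07) and *GNAO1* (3.96). Of 30 cell cycle genes 20 were higher and 0 lower (median 1.14), including *MKI67* (2.29), *NUSAP1* (1.98) and *AURKB*, a mitotic kinase (1.87). Of 19 glycolysis genes 10 were lower and 1 higher (median -0.63), with *PGK1* at -1.41 and *ALDOC*, an aldolase, at 1.21. Immediate early genes had 13 higher and 2 lower of 23 (median 0.88), including *EGR2* (6.12) and *NR4A1* (2.76). Clusters 2, 5 and 4 held most of these cells with PD173074 and clusters 0 and 1 in the 2D culture.

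**Figure D4:**
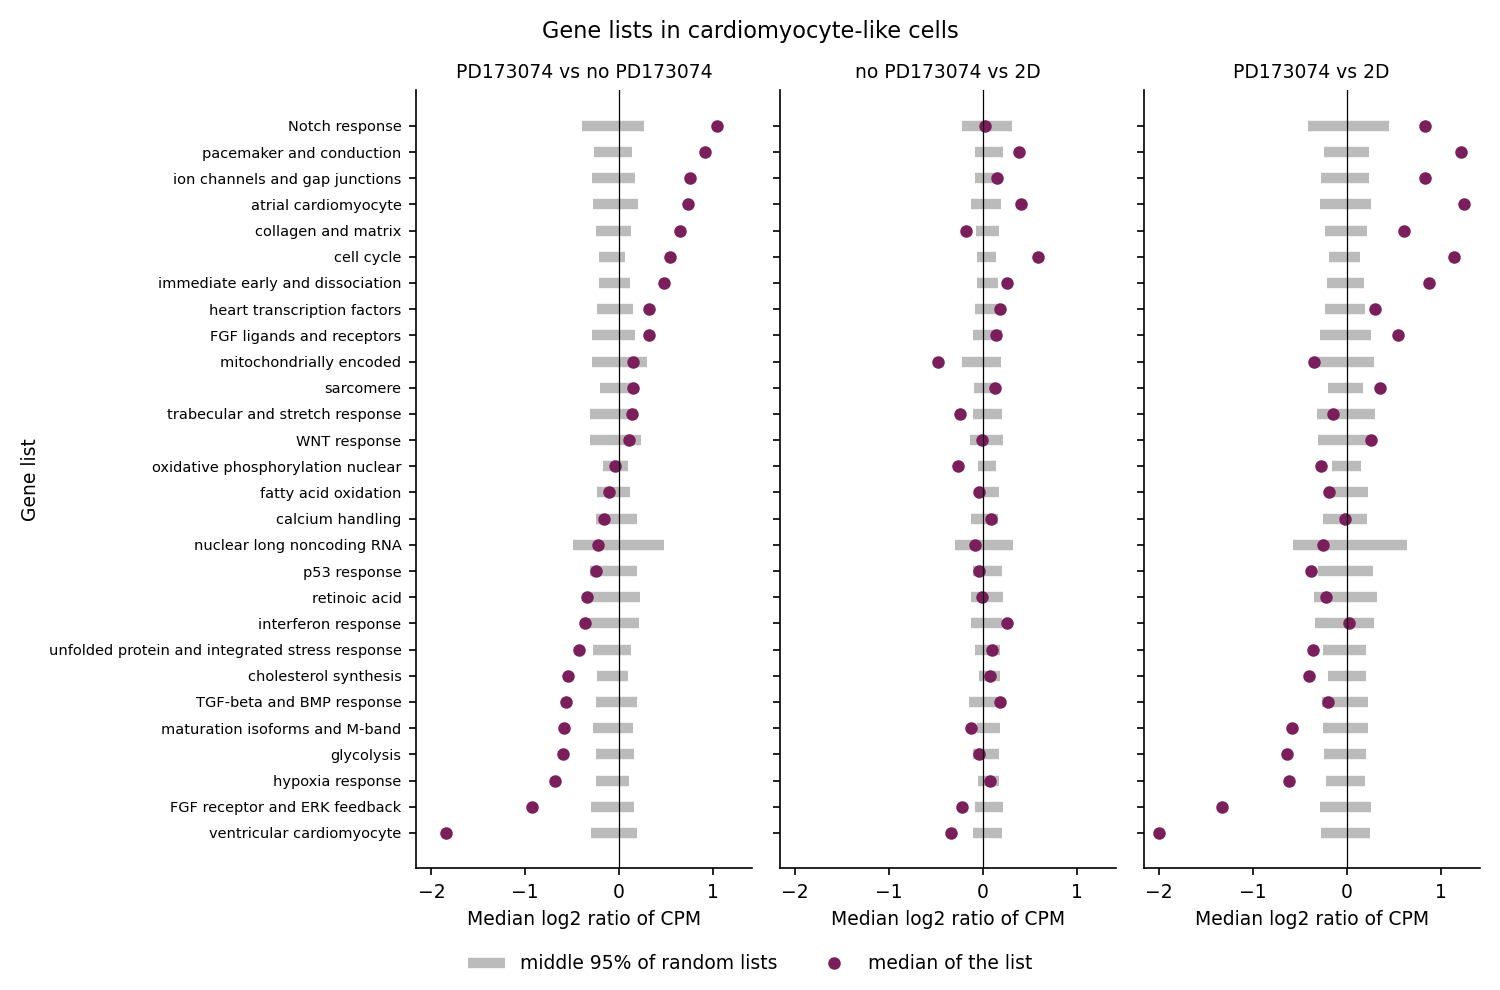
Median log2 ratio of CPM of each gene list in cardiomyocyte-like cells for the 3 comparisons, with the middle 95% of 10000 random lists matched on expression in grey. With PD173074 against without it, the ventricular median lay at -1.85 and the FGF feedback median at -0.93, and the pacemaker median at 0.91.

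Over all cells, 429 genes were at least 2-fold higher with PD173074 than in the 2D culture and 215 lower, of 8087. There the FGF feedback list had 2 higher and 5 lower of 13 (median -0.17, percentile 7.37), against a median of -1.33 in cardiomyocyte-like cells. *SFRP2* stood at 383 CPM and *VTCN1* at 66.6 CPM against 0 counts in the 2D culture, log2 ratios of at least 12.48 and 9.96 against the floor. *GABRP* (265 CPM against 2 counts, 12.53, interval 10.68 to 15.58) and *WNT6* (47.7 CPM against 1 count, 11.06, interval 8.58 to 16.36) were also higher, and these ratios cannot be ranked against those taken from the floor. *MAP3K7CL* (-6.33), the integrin gene *ITGA11* (-4.83) and the matrix genes *COL8A1* (-3.95) and *LOX* (-3.69) were among the lowest, and 15 of 30 collagen and matrix genes were lower and 5 higher (median -0.67). The first 4 lead stromal-like cluster 7, which held 0.022% of cells with PD173074 and 8.54% of the 2D culture. In cardiomyocyte-like cells 6 of 20 matrix genes were higher and 3 lower (median 0.61). That median reversed to -0.057 under the naming rule fixed before the data were examined.

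Positions of the genes that recur above, on GRCh38 in GENCODE release 29, are as follows. *ETV5* (ENSG00000244405) lies on chromosome 3 from 186046308 to 186110318 and *DUSP6* (ENSG00000139318) on chromosome 12 from 89347232 to 89353271. *MYL2* (ENSG00000111245) lies on chromosome 12 from 110910819 to 110920722 and *MYL7* (ENSG00000106631) on chromosome 7 from 44138864 to 44141332. *NPPA* (ENSG00000175206) lies on chromosome 1 from 11845709 to 11848345 and *NR2F2* (ENSG00000185551) on chromosome 15 from 96325938 to 96340263. The annotation lists all of these as protein-coding genes, and the 3′ counts were taken per gene.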

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

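All measures here were chosen before the data were examined, and no explanation was tested. Run 3 of the cardioid sample without PD173074 lay apart from the other 4 runs of that sample, by a gap larger than 0.71 of the range of the 5 runs, in all 7 library measures tested and in 5 of 16 genes. Chance sets a run apart in about 1 in 20 groups. Its total was 12266166 UMIs (12.266 M), against 23074862 to 24495291 in the other runs, with 3592 barcodes, a median of 2891 UMIs and 1690 genes per barcode and 24683 genes detected. Its share of mitochondrially encoded UMIs was 3.79% and that of ribosomal protein UMIs 10.3%. Over all cells it had 3057 CPM of *TNNT2*, 2767 CPM of *MYL7*, 39.0 CPM of *MYL2*, 2061 CPM of *MYH6* and 539 CPM of *COL1A1*. In the other runs *TNNT2* was at most 2548 CPM, *MYL7* at most 2320 CPM and *COL1A1* at least 637 CPM. Leaving out any 1 run moved no count of genes, class share or cell cycle share beyond its margin. Leaving out run 3 moved 18 of 235 values of named genes, and leaving out any other run at most 1.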

How the results depend on the processing

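No paired analysis was possible because each group is 1 sample and the labels name no shared donor culture or batch. The naming rule fixed before the data were examined serves here as an alternative, and its use in that way, like the inclusion of clusters set aside and the removal of cells in clusters mostly of another sample, was chosen after seeing the data. Unless construction shows it, the cause was not tested for any difference given here.

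With floors of 5 and 50 CPM and thresholds of 1.5-fold and 4-fold, the number of genes over all cells was 685, 244, 896 and 79 with PD173074 against without it, 297, 57, 323 and 18 without it against the 2D culture, and 1210, 368, 1262 and 242 with it against the 2D culture. In cardiomyocyte-like cells the numbers were 575, 228, 872 and 90, then 166, 41, 235 and 7, then 1047, 380, 1239 and 177. By construction, looser limits give more genes. Under the planned naming rule the number with PD173074 against without it was 211, and at a resolution of 1.0 the number without it against the 2D culture was 124. With cells in clusters mostly of another sample left out, the number without PD173074 against the 2D culture was 259 over all cells and 170 in cardiomyocyte-like cells, and the cause was not tested. Leaving out each run in turn gave 401 to 408, 107 to 111 and 638 to 649 genes over all cells, and 367 to 373, 71 to 78 and 614 to 621 in cardiomyocyte-like cells. The other scalings gave 422 to 457, 108 to 123 and 638 to 725 over all cells, and 386 to 395, 66 to 77 and 613 to 667 in cardiomyocyte-like cells.

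The difference in cardiomyocyte-like share with PD173074 against without it, -23.35 percentage points, was -11.16 at a resolution of 1.0, -13.39 with the cluster set aside included, -15.12 with both, -26.35 with cells in clusters mostly of another sample left out, and reversed to 13.72 under the planned naming rule. Without PD173074 against the 2D culture, -1.66 points, it was -15.79 under the planned naming rule and reversed to 31.79 at a resolution of 1.0, 0.97 with the cluster set aside included, 0.13 with both, and 1.15 with cells in clusters mostly of another sample left out. With PD173074 against the 2D culture, -25.00 points, it was -2.07 under the planned naming rule, -12.42 with the cluster set aside included and -14.99 with both, and reversed to 20.63 at a resolution of 1.0. The stromal-like difference with PD173074 against without it reversed to 5.11 at a resolution of 0.3 and 6.15 at 1.0, and against the 2D culture to 2.30 at 1.0. The cartilage-like difference reversed at a resolution of 1.0 to -1.0 without PD173074 against the 2D culture and to -0.28 with it. These 1.0 values were the same with clusters set aside included. At 0.3 no cluster was named cartilage-like. The stromal-like cluster there held as many cells of each sample as the stromal- and cartilage-like classes of the main clustering together. At 1.0 a stromal-like cluster held 448 cells with PD173074 and the cartilage-like cluster 154, against 502 cartilage-like cells in the main clustering. Whether the same cells changed class at 1.0 was not followed, and the cause of the other reversals was not tested.

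The share of cells with cell cycle UMIs, in the order 2D culture, with PD173074 and without it, was 8.63%, 11.8% and 9.88% over all cells when thinned to 1000 UMIs, and 9.38%, 12.1% and 10.3% when at least 3 UMIs were asked for. In cardiomyocyte-like cells it was 8.64%, 12.9% and 9.84%, and 9.11%, 12.8% and 9.97%. By construction, fewer UMIs or a higher demand give lower shares.

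With cells in clusters mostly of another sample left out, reversed values over all cells were *COL1A1* at 1.47 and the cell cycle median at -0.06 with PD173074 against without it, and *NPPA* at -0.44 without it against the 2D culture. In cardiomyocyte-like cells they were *MYL2* at 0.094 with PD173074 against without it and *NPPA* at -0.64 without it against the 2D culture. Under the planned naming rule, with PD173074 against without it, *TNNT2* was 0.047, *CACNB2* 0.32, *COL3A1* -0.80 and *CCN2* -0.71. Without it against the 2D culture, *KHDRBS2* was 0.083, *SPRY4* 0.036, *PHLDA1* 0.10, *NUSAP1* -0.84, *CCNA2* -0.25 and the cell cycle median -0.16. With PD173074 against the 2D culture, the medians of FGF ligands and receptors, collagen and matrix, and WNT response were -0.32, -0.057 and -0.035. At a resolution of 1.0, without PD173074 against the 2D culture, *MYL7* was -0.017, *NPPA* -0.024 and *TNNI3* -0.19. The cause was not tested.

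Counted over all settings, 5663 of 6359 values of named genes stayed within their margin, 680 moved and 16 reversed, and for medians of gene lists 2169 of 2324 stayed, 150 moved and 5 reversed. For class shares 203 of 245 stayed, 27 moved and 15 reversed, for numbers of genes 109 of 137 stayed and 28 moved, for cell cycle shares 22 of 34 stayed and 12 moved, and for marker detection 67 of 102 stayed and 35 moved. The number of lists outside the random range stayed in 83 of 83. These totals include leaving out 1 run, where 2412 of 2434 values of named genes and 1232 of 1232 list medians stayed. Since runs repeat the same droplets, little change could arise there. In the other settings 3251 of 3925 values of named genes stayed, 658 moved and 16 reversed. Those include a setting with doublets kept, which equals the main one because no doublet was removed. Its 328 of 328 values of named genes stayed by construction. The planned naming rule left 35 of 195 values of named genes within their margin, moved 151 and reversed 9. It left 27 of 84 list medians within theirs, moved 53 and reversed 4. Leaving out cells in clusters mostly of another sample kept 145 of 327 values of named genes, moved 178 and reversed 4. Of list medians it kept 115 of 168, moved 52 and reversed 1.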

Other observations

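The tests of barcode carry-over and of FGF feedback genes cluster by cluster, and the alternative without cells in clusters mostly of another sample, were chosen after the result was seen. Retinoic acid genes, described here over all cells, also differed, together with the cell types that carry them: *ALDH1A1* leads cluster 8 and *CRABP1* cluster 10, which held 12.6% and 10.6% of cells with PD173074 against 2.66% and 2.15% without it. *CYP26A1*, which degrades retinoic acid, stood at 13.5 CPM with PD173074, 1.55 CPM without it and 0 counts in the 2D culture. *CRABP1*, a retinoic acid binding protein, stood at 233, 42.3 and 1.09 CPM, and *ALDH1A1*, a retinaldehyde dehydrogenase, at 68.7, 14 and 0.559 CPM, whereas *ALDH1A2*, the main enzyme of its kind in the embryonic heart, stood at 5.57, 18.5 and 24.5 CPM. With PD173074 against without it, 3 of 11 measured genes of that list were higher and 2 lower (median 0.40), while in cardiomyocyte-like cells 3 of 10 were higher and 3 lower, with a median of -0.34 and a mean of 0.15. Interferon response genes over all cells had 0 higher and 4 lower of 11 with PD173074 against without it (median -0.57), including *IFIT3* (2.45 against 17.3 CPM) and *IFI6* (18.2 against 56.9 CPM), with medians of -0.50 within cluster 4 and -0.90 within cluster 6. In cluster 12 the interferon median was -0.11, with 0 of 9 genes beyond 1.5-fold. Within cluster 14 the median was -3.58, with 17 of 18 genes lower and 0 higher. The samples stood far apart there in general, with 770 of 8441 genes beyond 2-fold. The interferon median still lay below the central range of random lists matched on expression in that cluster (-0.843 to 0.1). Its cause was not tested.

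In cardiomyocyte-like cells, with PD173074 against without it, heart transcription factors had 5 higher and 4 lower of 20 (median 0.32), and unfolded protein and integrated stress response genes 0 higher and 3 lower of 14 (median -0.43). Fatty acid oxidation genes had 1 higher and 2 lower of 20 (median -0.11), mitochondrially encoded genes 0 of 13 beyond 1.5-fold (median 0.15), p53 response genes 0 of 9 (median -0.24) and nuclear long noncoding RNAs 0 of 4 (median -0.23). Interferon response genes in these cells had 0 higher and 2 lower of 10 (median -0.37).

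Part of the cardioid sample without PD173074 lay in clusters mostly of another sample: 516 of its cells (14.6%) in clusters 2, 5, 8 and 10, at 15.6 to 17.5 cells per 100 cells with PD173074, and 792 (22.4%) in clusters 0, 1, 7 and 11, at 9.16 to 11.98 per 100 cells of the 2D culture. Carry-over of barcodes in sequencing is argued against by the 1 of 516 such cells (0.194%) whose barcode the library with PD173074 also listed. Cells of the sample itself grown without inhibitor are argued against, but only by a sum resting mostly on *SPRED1*, for those of the 516 cells in clusters 2, 5 and 8. There 6 FGF feedback genes summed were at 1.035-fold of the level with PD173074 (interval 0.842 to 1.261), where at least 1.5-fold was predicted. *SPRED1* gave 35.53 of the 62.69 CPM summed without PD173074 and 35.79 of 60.35 with it. Taken singly, other members do not decide it, since their log2 intervals include 1.5-fold. These were -0.506 to 0.913 for *SPRED2*, -0.711 to 0.737 for *DUSP6* and -0.996 to 1.771 for *ETV5*. The 76 cells of cluster 10 were not in that sum, and stood at 0.872-fold (interval 0.532 to 1.359). For the 792 cells this explanation was not tested. The intervals of clusters 2 (0.863 to 1.661) and 8 (0.804 to 1.53) alone reach 1.5-fold, and grouping cells by expression can even such levels. Clusters 4 and 6, grouped the same way, were however at 1.82 and 1.53-fold, cluster 12, where types differed, at 2.22 and cluster 14 at 0.757. Mixing before droplets were made stays open for both sources, on shares left out of clustering. For the 2D culture, in clusters 0, 1, 7 and 11, the mitochondrially encoded share met its bound by its median (log2 ratio 0.019). Single clusters ranged from -0.132 to 0.158, and the ribosomal protein share differed by -0.155 to -0.058. For cells with PD173074, in clusters 2, 5, 8 and 10, the ribosomal share differed by a median of -0.124, between its bounds, and the mitochondrial share by -0.146 to -0.013. Genes beyond 2-fold numbered 0, 1, 2 and 1 in the former clusters against the 2D culture. In the latter they numbered 6, 3, 4 and 10 against cells with PD173074. Clusters 4, 6 and 12 had 60, 31 and 130 against cells with PD173074, and 26, 139 and 40 against the 2D culture. Grouping cells by expression can even such levels, so these counts do not decide it. If the numbers per 100 cells given above held for every cluster, 1714 cells (48.5%) of the sample would come from the others. The likely effect on comparisons goes either way. Without the cells in clusters mostly of another sample, 170 genes, not 75, differed from the 2D culture in cardiomyocyte-like cells. In the same setting *MYL2* with PD173074 against without it was at 0.094. A shared batch of cells before treatment was not tested.

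The glycolysis median was lower in cardiomyocyte-like cells with PD173074 (-0.59, with 8 of 19 genes lower and 1 higher). Within cluster 4, which held cells of both cardioid samples, the median was -0.243, and within the cartilage-like cluster 6 it was -0.276, each between the bounds set for a difference in clusters and for one that reaches other cell classes. Within cluster 12 it was -0.607, but no bound was set for it, and the ventricular median there (-1.26) also differed, so that types were not held fixed. Both explanations may contribute and cannot be told apart here, because the values fall between their bounds. An effect of the inhibitor on metabolism was not tested.

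In cardiomyocyte-like cells with PD173074 the immediate early median was higher (9 of 23 genes higher, 3 lower) while that of FGF feedback genes was lower (2 of 10 higher, 6 lower); over all cells the feedback median was -0.06. Within the cartilage-like cluster 6 the immediate early median was 0.165, between the bounds for handling or dissociation acting on every cell class, and within cluster 4 it was 0.238, between the bounds for a difference in clusters. Handling, which could raise such genes in a whole sample, and the makeup of clusters both stay open, since each sample was dissociated once. A biological effect of PD173074 on these genes stays open too and was not tested.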
